A study of Homo sapiens with 28 samples. Its data were reported in "Androgen receptor and MYC equilibration centralizes on developmental super-enhancer" (2021).

How the data were processed

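RNA was measured by sequencing of polyadenylated RNA in human prostate cancer cell lines, in 28 libraries that fell into 14 groups of 2 replicates. Per the labels, RNA was purified on spin columns and libraries were made with a stranded mRNA kit. The authors trimmed the reads with Trim Galore, aligned them with STAR 2.4.2a to the human genome build hg19 (GRCh37), and tested genes with DESeq2. The deposited values are RPKM, read counts scaled by exon length and by the mapped reads of each library, and the files hold neither counts nor the authors' tests. A first table held 18 libraries and 19300 genes. It covered VCaP cells in hormone-depleted medium with vehicle or dihydrotestosterone (DHT), LNCaP-AR cells with vehicle or DHT, and VCaP cells in vehicle medium with an siRNA. A second table held 10 libraries and 57133 genes. It covered VCaP cells in fetal bovine serum (FBS) with an siRNA, and LNCaP-AR cells with or without added MYC.

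The values were checked for the mark that whole read counts leave. In a library scaled from counts, RPKM times exon length rises in equal steps, and a gene was taken to sit on a step when it lay within 5% of one, which chance gives in 10% of genes. The 24 h VCaP libraries, the LNCaP-AR libraries and the whole second table showed such steps, in 59.9% to 78.8% of the low genes. The VCaP libraries of the 2 h and 10 h time course and of the siRNA experiment in vehicle showed none, with 9.8% to 16.5%, so their depth is unknown and the way reads were assigned to genes in them was not settled. In all libraries the smallest values were not 0 but small, seemingly random stand-ins below 0.001 RPKM. Such values are called listed at 0 here.

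Genes with at least 1 RPKM in at least 2 libraries of a table were tested, 13116 in the first table and 17683 in the second. limma 3.58.1 in R 4.3.3 was fitted to log2(RPKM + 1) over all libraries of a table, with 1 coefficient per group and the empirical Bayes step with a trend. Adding 1 RPKM makes the fold change of genes with low values smaller than their ratio of means. Adjusted p-values follow Benjamini and Hochberg over the genes tested. A gene was called higher or lower when the adjusted p was under 0.05 and the log2 change was at least 1 in size. The fold change of the siRNA experiment in FBS is the mean of 2 siRNAs, named #1094 and #26, against the control siRNA. All tests were two-sided except Fisher's exact test of overlaps, which was one-sided for excess, with 8 planned overlaps adjusted together. Means are given ± SD with n = 2 libraries. Nothing in the labels says that replicates were separate cultures, so the p-values measure only the spread between these libraries.

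Before the data were examined, 27 gene lists were written from general knowledge. These were AR-induced genes (32), androgen-repressed genes (12), AR cofactors and coactivators (15), genes of the 8q24 region around MYC (12) and of its boundary (3), the MYC and MAX network (14), MYC targets of the nucleolus (58), pseudouridine synthesis (16), nucleotide synthesis (16), polyamine synthesis (7), glycolysis and transport (13), DNA replication and the G1/S step (39), homologous recombination (17), mitosis and G2/M (32), CDK inhibitors and p53 targets (21), apoptosis regulators (23), sterol and fatty acid synthesis (27), the unfolded protein response (17), ATF4 and amino acid stress (15), immediate early genes (11), interferon response (18), luminal (7), basal (6), neuroendocrine (10), mesenchymal and fibroblast (13), immune (7) and mitochondrially encoded genes (13). Numbers in brackets are list sizes. The pseudouridine list follows a theme that the study drew from these libraries. The study also named cell cycle and DNA repair themes among genes lowered by siMYC in VCaP cells, and a subset of these themes among DHT-repressed genes. The replication, mitosis and recombination lists are therefore not independent evidence for siMYC, and may not be for DHT in VCaP cells. Each list with at least 3 tested members was tested with limma's camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. p-values were adjusted over all lists and contrasts of a table, 175 tests in the first and 120 in the second. With the preset correlation 77 and 54 passed, and with both settings 11 and 0 did. Calls adjusted over the list alone are given where they differ from those over all genes tested.

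The comparisons, tests, lists and named genes were fixed before the data were examined, apart from those said to have been chosen later. Named genes are 8 anchors (MYC, AR, KLK3, TMPRSS2, NKX3-1, FKBP5, LMNB1 and RAD51AP1) and the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 RPKM and groups that do not overlap. For contrasts between treatments or lines the rule took the 5 largest each way, without the last condition. It also took up to 4 called members of each list described, or up to 3 members with the highest mean where none was called, and every measured gene of the 8q24 lists. Gene positions are GRCh37, from GENCODE annotation matched by symbol. Figures were drawn with matplotlib 3.10.9, and tables were read with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

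Alternatives were a pseudocount of 0.1, no filter on low values, rescaling by median-of-ratios factors, a replicate block, a fit of only the libraries compared, and leaving out each library in turn. In the last of these the lone sample of a group is assumed to vary like the other groups. After the data were examined, values listed at 0 beside a partner of at least 5 RPKM, here called failed estimates although the cause is open, were also set to missing. The procedure was tested on simulated data with 200 changed genes, drawn from those with a mean log2(RPKM + 1) worth at least 5 RPKM. Changes were added on the log2(RPKM + 1) scale, and noise was normal with the same spread in every group. Recovery of genes at lower levels, or in pairs with a wider spread than the others, was not simulated. For the first table's contrasts 99% to 100% of genes changed by 1.5 or 3 on the log2 scale were recovered, and for the second 93% to 94% at 1.5 and 99% to 100% at 3. No library was left out of the reported values, and no list with fewer than 3 tested members was tested as a set.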

Results

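The androgen receptor (AR) is a hormone-activated transcription factor that drives most prostate cancers, and MYC is a growth-promoting transcription factor. The study asked how androgen lowers MYC and whether lower MYC accounts for genes that androgen represses. RNA was sequenced from VCaP cells, a prostate cancer line with amplified AR and a TMPRSS2-ERG fusion, and from LNCaP-AR cells, LNCaP prostate cancer cells that carry added AR. Dihydrotestosterone (DHT), the potent natural androgen, was given to VCaP cells in hormone-depleted medium for 2 h, 10 h or 24 h, the last with its own vehicle group, and to LNCaP-AR cells. MYC was lowered by siRNA in VCaP cells in vehicle medium (1 siMYC group) and in fetal bovine serum (FBS, 2 siMYC groups). LNCaP-AR cells with added MYC (LNCaP-AR-MYC) were set against LNCaP-AR cells in FBS. The 14 groups held 2 libraries each.

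Depth could be estimated from steps of whole reads in 18 of the 28 libraries. It came to 19 to 24.6 M reads per library in the VCaP 24 h and LNCaP-AR DHT experiments and 13.8 to 23.8 M in the second table. For the VCaP time course and the vehicle siRNA experiment the depth is unknown. Their RPKM summed to 594584 to 647629 and 400620 to 455908 per library, against 237555 to 266354 in all others, so levels are mostly compared within experiments. Replicates correlated across genes with r of 0.991 to 0.997 in the first table, 0.982 to 0.985 in the VCaP libraries in FBS, 0.972 in LNCaP-AR in FBS and 0.963 in LNCaP-AR-MYC, the pair that stood furthest apart. Genes are not independent replicates.

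After 2 h of DHT, VCaP cells had already lost most of their MYC RNA. MYC (chromosome 8, 128747680 to 128755197) fell from 299 ± 5.15 RPKM in vehicle to 54.6 ± 0.788, a log2 change of -2.43 (SE 0.07, adjusted p = 3.75e-12). It was the number 6 fall among the 8578 tested genes with a mean of at least 5 RPKM. That rank counts above MYC genes listed at 0 in a 2 h library, such as GOLGA2 and ATP2C1. Classic AR targets rose at the same time. FKBP5, a cochaperone of steroid receptors, rose from 11.8 ± 0.147 to 122 ± 1.77 RPKM (log2 3.26), and TMPRSS2, a membrane protease, from 13.8 ± 0.371 to 149 ± 0.789 (3.34).

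In all, 231 genes rose and 83 fell at 2 h. The largest rises included RHOU, a small GTPase (4.38), RDH10, a retinol dehydrogenase (4.23), EAF2, an elongation factor partner (3.70), ERRFI1, an inhibitor of EGFR signalling (3.45), and the Wnt receptor FZD8 (3.03). TRIB1, a pseudokinase, fell from 206 ± 5.997 to 5.83 ± 0.599 RPKM (log2 -4.93). The transcription factors ID3 (-2.22), ID1 (-2.09) and ELF3 (-1.96), and the activin subunit INHBB (-1.88) fell too. GATA2, a transcription factor that works with AR, fell from 179 ± 5.34 to 40.6 ± 0.550 (-2.11). GOLGA2 was called lower because both 2 h libraries list it at 0. It stays in the count of genes that fell but is not read as evidence. At the borders of the MYC region, FAM84B fell from 39.3 ± 0.283 to 12.7 ± 1.11 RPKM (-1.56), whereas GSDMC stayed near 0. FAM84B was at 23.7 RPKM at 10 h (-0.71), and at 24 h at 26.9 with DHT against 19.3 in its own vehicle (0.46), neither called.

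Among 32 AR-induced genes 16 rose and none fell (median log2 0.88, adjusted p = 1.1e-30, and adjusted p = 0.00817 with an estimated correlation). Of the androgen-repressed list 1 of 11 tested members fell, the opioid receptor gene OPRK1 (-1.33). That list's median was -0.43 (adjusted p = 0.00115, but adjusted p = 0.147 with an estimated correlation). Genes that MYC drives in growth had not been called yet. Of 58 MYC targets of the nucleolus none passed in limma, while 54 had a negative change (median -0.25, adjusted p = 2.16e-10, and adjusted p = 0.260 with an estimated correlation). NPM1, a nucleolar chaperone, stood at 361 against 409 RPKM. The DNA replication, mitosis and homologous recombination lists had medians of 0.02, 0.05 and 0.04 with no member called and adjusted p of 0.324, 0.232 and 0.516. Among AR cofactors GRHL2, an epithelial transcription factor, rose from 25.9 to 152 RPKM and GATA2 fell, with a list median of -0.16 (adjusted p = 0.0234, but adjusted p = 0.4997 with an estimated correlation). In the MYC and MAX network the paralog MYCL rose from 0.921 to 5.23 RPKM (1.70), against a list median of -0.25 (adjusted p = 0.00168, but adjusted p = 0.0997 with an estimated correlation). The p53 target TP53INP1 (-1.73) and the antiproliferative gene BTG2 (-1.38) fell. The luminal genes SPDEF (1.74) and KRT8 (1.15) rose. At an unadjusted p under 0.05, 1442 genes were higher and 2191 lower.

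By 10 h of DHT, MYC stood at 46.1 ± 0.168 RPKM (log2 -2.67, adjusted p = 3.75e-13) and the response had spread to 701 genes that rose and 732 that fell. FKBP5 reached 528 ± 4.66 RPKM (5.37) and KLK3, which encodes prostate-specific antigen, rose from 40.5 ± 0.206 to 94.5 ± 0.837 (1.20). The condensin subunit NCAPD3 rose from 30.6 ± 0.690 to 1088 ± 0.587 (5.11). The acute-phase protein ORM2 (6.52), the peptidase MME (4.73), the cystatin CST1 (4.57), the autophagy gene WIPI1 (4.38) and tissue factor F3 (4.35) rose too. ORM1 and ORM2 are near-identical copies, and reads can match both. SYTL2, a vesicle transport gene, fell from 281 RPKM to 5.74 ± 0.964 (-5.40), and IGFBP3, an insulin-like growth factor binding protein, from 55.0 to 3.03 (-3.80). FOLH1, the gene of prostate-specific membrane antigen, fell from 254 to 23.4 (-3.39). The matrix proteins NOV (-3.76) and LUM (-3.75) and the ligand WNT2 (-3.38) fell as well.

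Of 11 androgen-repressed genes tested, 7 fell and none rose at 10 h (median -1.79, adjusted p = 5.0e-05, but adjusted p = 0.0698 with an estimated correlation), among them the androgen-glucuronidating enzyme UGT2B15 (-3.57) and AKR1C3, an androgen-synthesizing enzyme (-2.26). Of the AR-induced list 22 rose and 1 fell (median 1.58, adjusted p = 2.16e-16, and adjusted p = 0.0393 with an estimated correlation). Nucleolar MYC targets were lower, with 15 falls and 2 rises among 58 (median -0.77, adjusted p = 8.41e-11, but adjusted p = 0.256 with an estimated correlation). The exosome subunit EXOSC5 fell from 25.8 to 4.60 RPKM (-2.26) and the methyltransferase PRMT3 from 10.8 to 3.24 (-1.48), whereas the kinase MAP3K6, a signalling gene in that list, rose (2.31). Pseudouridine synthases PUS7 (-1.45) and PUS1 (-1.06) and the small nucleolar RNP enzyme DKC1 (-1.14) were among 4 falls in their list of 16 (median -0.58, adjusted p = 0.00443, but adjusted p = 0.258 with an estimated correlation). The study drew this theme from these libraries, so the count is not independent evidence. In nucleotide synthesis CAD (-1.48), PFAS (-1.51), ATIC (-1.41) and IMPDH2 (-1.13) fell, 4 of 15 (median -0.80, adjusted p = 0.0337, but adjusted p = 0.405 with an estimated correlation).

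In the unfolded protein response 12 of 17 genes rose at 10 h (median 1.20, adjusted p = 2.69e-11, but adjusted p = 0.0620 with an estimated correlation), including the sensor ERN1 (2.23) and the chaperone partner DNAJC3 (1.84). In sterol and fatty acid synthesis 5 of 26 rose, among them the fatty acid elongase ELOVL7 (2.45) and fatty acid synthase FASN (1.40), with a median of 0.71 (adjusted p = 3.0e-09, but adjusted p = 0.177 with an estimated correlation). Spermine synthase SMS (2.30) and ornithine decarboxylase ODC1 (1.96) rose in the polyamine list, whose median was 0.18 (adjusted p = 0.0591). Of 7 luminal genes 4 rose, SPDEF (3.26), KRT19 (2.95), KRT8 (2.12) and KRT18 (1.69), with a median of 1.69 (adjusted p = 0.0188, but adjusted p = 0.397 with an estimated correlation). No mitotic gene passed. None of 32 was called by limma (median -0.09, adjusted p = 0.773). Among apoptosis regulators BBC3 (-1.99), FAS (-1.72) and BID (-1.60) fell and BCL2L1 (1.24) rose, and the list's median of 0.11, mean of -0.04 and upward test differed in sign (adjusted p = 0.311).

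**Figure D1:**
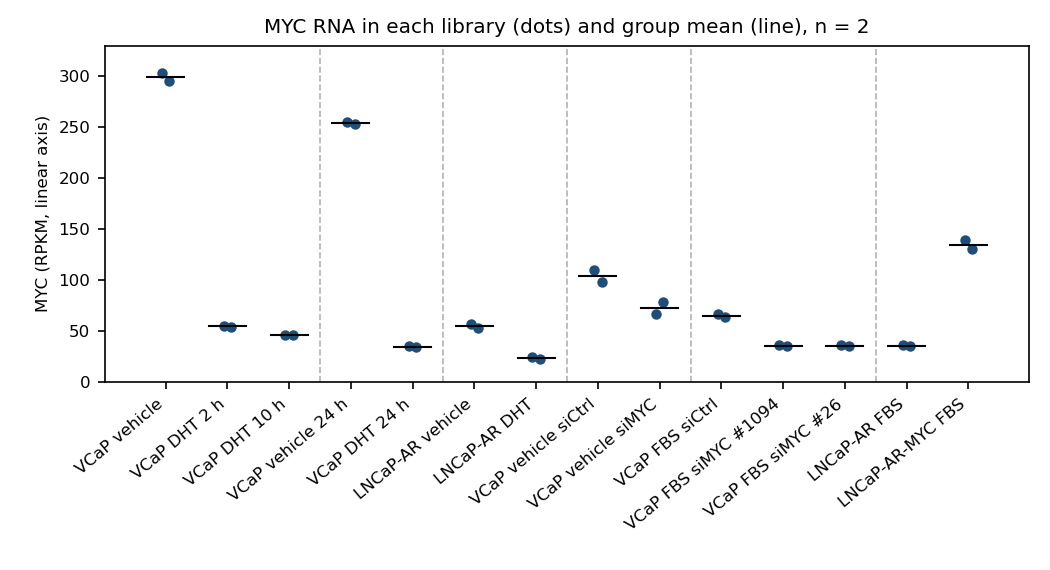
MYC RNA in RPKM on a linear axis for each of the 28 libraries (dots), with group means (lines) and n = 2 per group. MYC lay at 299 RPKM in VCaP vehicle and at 54.6 and 46.1 after 2 h and 10 h of DHT, at 254 and 34.6 in the 24 h pair, and at 55.1 and 23.5 in LNCaP-AR. Dashed lines part the experiments, whose levels are not on 1 scale.

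After 24 h of DHT, set against its own vehicle, MYC was down from 254 ± 1.09 to 34.6 ± 0.285 RPKM (log2 -2.84, adjusted p = 2.86e-13), and 647 genes rose while 655 fell. KLK3 rose from 3.51 ± 0.1295 to 41.4 ± 3.09 RPKM (3.23), FKBP5 from 4.91 ± 0.354 to 249 ± 3.87 (5.40) and TMPRSS2 from 11.2 ± 0.0594 to 94.2 ± 3.61 (2.97). NCAPD3 (5.66), the metalloreductase STEAP4 (5.06), CST1 (4.77), the sulfate transporter SLC26A2 (4.20) and keratin KRT19 (4.11) were among the largest rises. SHH, the hedgehog ligand, fell from 27.5 ± 0.793 to 0.461 ± 0.0489 RPKM (-4.29). AR itself stood at 179 and 184 RPKM in vehicle and 27.5 and 27.0 with DHT (-2.69). Its adjusted p was 0.258, because AR is listed at 0 in 2 other libraries, which widens its spread, and 5.78e-13 with those values set to missing. The peptidase NAALAD2 (-4.32), its relative FOLH1 (-4.07), the growth factor HGF (-3.77), TRIB1 (-3.71) and WNT2 (-3.45) fell with it.

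Of 38 DNA replication genes tested, 11 fell at 24 h (median -0.80, adjusted p = 1.69e-07, but adjusted p = 0.0595 with an estimated correlation), among them the helicase subunits MCM4 (-1.79), MCM2 (-1.76) and MCM6 (-1.31) and thymidylate synthase TYMS (-1.71). At 10 h the list's median had been -0.27 with 1 member called, and the times, which have separate vehicle groups, were not tested against each other. In homologous recombination 3 of 17 fell (median -0.61, adjusted p = 0.000904, but adjusted p = 0.0555 with an estimated correlation). RAD51AP1, a partner of the RAD51 recombinase, was -1.05 and was no longer called without DHT 24 h replicate 1 (-0.99). Of the 32 mitotic genes only the kinase TTK was called (-1.37), and the list's median was -0.35 (adjusted p = 0.000359, but adjusted p = 0.265 with an estimated correlation). The list's median level went from 2.43 RPKM in vehicle to 1.399 with DHT, where adding 1 RPKM makes changes smaller. LMNB1, the gene of lamin B1, was -0.9991 and so just short of a call. It went from 10.2 to 4.59 RPKM, a fall that adding 1 RPKM also makes smaller. It was called after rescaling (-1.02), without DHT 24 h replicate 1 (-1.04) and without vehicle 24 h replicate 2 (-1.03).

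The nucleolar MYC targets had 9 falls and 2 rises at 24 h (median -0.71, adjusted p = 1.78e-10, but adjusted p = 0.260 with an estimated correlation). EXOSC5 (-2.41) and the rRNA methyltransferase FBL (-1.74) fell, and the phosphatase DUSP2 (2.24) and MAP3K6 (1.91), both signalling genes, rose. NHP2, a pseudouridylation cofactor, fell (-1.39) in a pseudouridine list with 3 falls (median -0.47, adjusted p = 0.0114, but adjusted p = 0.329 with an estimated correlation). IMPDH2 (-1.55) was among 5 of 15 nucleotide synthesis genes that fell (median -0.71, adjusted p = 0.00313, but adjusted p = 0.248 with an estimated correlation).

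Of 26 sterol and fatty acid genes 18 rose and none fell at 24 h (median 1.21, adjusted p = 1.61e-17, but adjusted p = 0.0609 with an estimated correlation). The reductase DHCR24 rose from 69.6 to 446 RPKM (2.66) and the sterol sensor partner INSIG1 from 17.4 to 91.7 (2.34). In the unfolded protein response 13 of 17 rose, including HYOU1 (1.94) and PDIA4 (1.64), with a median of 1.40 (adjusted p = 5.43e-12, but adjusted p = 0.0609 with an estimated correlation). ODC1 (2.25), SMS (1.74) and SAT1 (1.45) rose in polyamine metabolism (median 0.70, adjusted p = 0.00453, but adjusted p = 0.368 with an estimated correlation). AR-induced genes had 21 rises and 1 fall (median 1.20, adjusted p = 3.43e-13, but adjusted p = 0.0595 with an estimated correlation), and androgen-repressed genes 8 falls of 11 (median -1.41, adjusted p = 8.7e-06, but adjusted p = 0.0609 with an estimated correlation). The cell cycle inhibitor CDKN1A rose from 8.71 to 67.8 RPKM (2.83), the hexokinase HK1 rose (1.29), and the lactate transporter SLC16A1 (-1.31) and the MYC antagonist MXI1 (-2.33) fell. CHGA, a neuroendocrine marker, fell from 42.3 to 11.1 (-1.84) in a list with a median of -0.32 (adjusted p = 0.166).

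In LNCaP-AR cells DHT lowered MYC and cell cycle genes, the mitotic list more than in VCaP at 24 h. MYC fell from 55.1 ± 2.84 to 23.5 ± 1.34 RPKM (log2 -1.20, adjusted p = 3.62e-09), while 452 genes rose and 494 fell. KLK3 rose from 76.1 ± 3.17 to 592 ± 17.6 RPKM (2.94), FKBP5 from 5.97 ± 0.301 to 160 ± 1.98 (4.53) and NKX3-1, a prostate homeobox gene, from 57.7 ± 3.11 to 385 ± 15.7 (2.72). ORM2 (6.38) and ORM1 (5.79), the stress-response gene NDRG1 (4.87), the nicotinic receptor subunit CHRNA2 (4.40) and the dopamine transporter SLC6A3 (4.34) were other large rises. CAMK2N1, an inhibitor of CaM kinase II, fell from 119.8 ± 3.31 to 6.32 ± 0.477 RPKM (-4.05). The decarboxylase DDC (-3.60), arginase ARG1 (-3.01), the developmental transcription factor ZIC2 (-2.84) and the ketogenic enzyme HMGCS2 (-2.73) fell. UGT2B15 fell (-3.28) and UGT2B28, placed in the androgen-repressed list with it, rose from 1.24 to 56.0 RPKM (4.67). These genes are close relatives, and that list had 4 falls and 1 rise (median -0.84, adjusted p = 0.00934, but adjusted p = 0.248 with an estimated correlation).

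Of 32 mitotic genes 31 fell in LNCaP-AR (median -1.76, adjusted p = 1.12e-21, and adjusted p = 0.0140 with an estimated correlation). Topoisomerase TOP2A fell from 14.4 to 1.64 RPKM (-2.54), and UBE2C (-2.46), the kinase AURKB (-2.37), the spindle factor TPX2 (-2.32) and LMNB1 (-1.83) fell too. The DHT effect on this list differed between the lines by a median of 1.40, VCaP at 24 h minus LNCaP-AR (adjusted p = 2.44e-17, and adjusted p = 0.0277 with an estimated correlation). DNA replication lost 29 of 38 (median -1.33, adjusted p = 4.34e-18, and adjusted p = 0.00817 with an estimated correlation), with falls of RRM2 (-2.25), MCM2 (-2.23), TYMS (-2.21) and E2F1 (-2.10). Homologous recombination had 12 falls of 17 (median -1.11, adjusted p = 4.91e-08, and adjusted p = 0.00817 with an estimated correlation), among them BARD1 (-1.82), RAD51AP1 (-1.79) and XRCC2 (-1.78). Amino acid stress genes fell as well, 11 of 15 (median -1.25, adjusted p = 1.89e-07, but adjusted p = 0.0620 with an estimated correlation). They included PSAT1, which makes serine (-2.16), asparagine synthetase ASNS (-1.54), the glutathione-degrading CHAC1 (-2.22) and the cystine transporter SLC7A11 (-1.51).

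AR-induced genes had 28 rises of 32 and no fall in LNCaP-AR (median 2.17, adjusted p = 2.17e-29, and adjusted p = 0.00827 with an estimated correlation). Sterol and fatty acid genes had 15 rises of 26 (median 1.14, adjusted p = 2.09e-19, but adjusted p = 0.0595 with an estimated correlation), led by the elongase ELOVL5 (2.79). Luminal KRT8 (3.07) rose with KRT18 (1.92) in a list with a median of 1.30 (adjusted p = 0.00127, but adjusted p = 0.248 with an estimated correlation). The immediate early genes ATF3 (1.52) and DUSP1 (1.33) rose (list median 0.71, adjusted p = 0.0058, but adjusted p = 0.411 with an estimated correlation). Among mesenchymal genes SNAI2 (2.30) and TWIST1 (1.39) rose and the fibronectin gene FN1 fell (-1.43), with a list median of 0.02 (adjusted p = 0.184). The basal keratins KRT14 (1.44), KRT5 (1.33) and KRT17 (1.32) were called higher, but without vehicle replicate 2 they came to 0.89, 0.62 and 0.29 and were not. KRT17 also lost its call without either DHT library (1.27 and 1.37). The basal list's adjusted p was 0.159. Nucleolar MYC targets had 3 falls, among them TCOF1 (-1.17), and 1 rise, DUSP2 (median -0.33, adjusted p = 0.000239, but adjusted p = 0.4997 with an estimated correlation). Of the genes that rose with DHT in VCaP at 24 h, 193 also rose in LNCaP-AR, against 22.3 if independent, and of those that fell 112 also fell, against 24.7. These overlaps were chosen after the calls were seen.

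**Figure D2:**
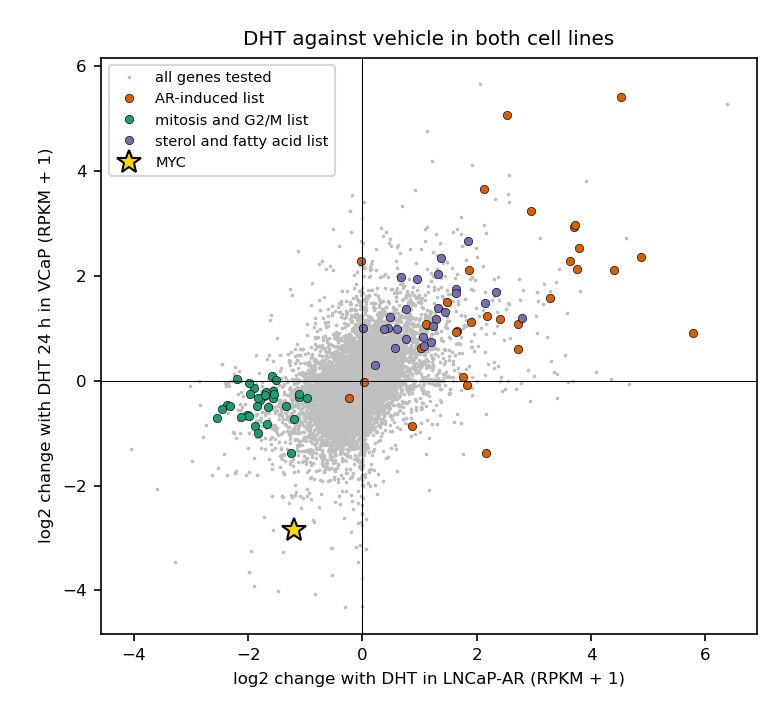
Log2 change of each tested gene (grey points) with DHT in LNCaP-AR (horizontal axis) and at 24 h in VCaP (vertical axis), on log2(RPKM + 1). AR-induced genes (orange) have medians of 2.17 and 1.20, sterol and fatty acid genes (purple) 1.14 and 1.21, mitotic genes (green) -1.76 and -0.35, and MYC (star) lies at -1.20 and -2.84.

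With an siRNA against MYC in VCaP cells in vehicle medium, genes of DNA synthesis and repair were lower than with the control siRNA. MYC in the control siRNA libraries was already below the 299 RPKM of untransfected vehicle cells, a separate experiment with larger RPKM sums. MYC RNA itself stood at 72.8 ± 8.22 RPKM with siMYC and 104 ± 8.19 with the control siRNA, a log2 change of -0.51 (adjusted p = 9.08e-05) that did not reach the size needed for a call. Even so, 134 genes were lower and 61 higher, and 138 and 59 in a fit of only these libraries. At any size of change 1804 genes were lower and 3486 higher by adjusted p in limma, against 1037 and 1835 in that fit. These replicates stood further apart (median log2 ratio 0.16 and 0.15) than the others of the first table (0.07 to 0.10). The p-values of this comparison come from the pooled fit and may therefore understate its spread. CAMKV, a kinase-like gene, fell from 14.5 ± 0.329 to 1.86 ± 0.448 RPKM (-2.45). The neuropeptide GAL (-2.18), the cell cycle transcription factor MYBL2 (-1.80), the repair gene BRCA1 (-1.80), the checkpoint kinase CHEK1 (-1.79), MCM4 (-1.70) and the hormone STC2 (-1.68) followed. KLK3 rose from 23.7 ± 3.67 to 73.0 ± 17.3 RPKM (1.57, adjusted p = 3.84e-07), and the vesicle GTPase SAR1B (1.38), the autophagy gene GABARAPL1 (1.38) and the androgen-metabolizing HSD17B6 (1.26) rose. PAICS was called higher (4.76) because both control libraries list it at 0, and it is not read as evidence. It stays in the counts and in the nucleotide synthesis list, and setting failed estimates to missing leaves these values in place. TMPRSS2 (0.18) and FKBP5 (-0.22) were not called.

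DNA replication had 22 falls of 38 (median -1.08, adjusted p = 1.67e-32, and adjusted p = 0.00208 with an estimated correlation), among them TYMS (-1.64), RRM2 (-1.59) and CDC45 (-1.55). Homologous recombination had 10 of 17 (median -1.08, adjusted p = 5.18e-13, and adjusted p = 0.00208 with an estimated correlation), with XRCC2 (-1.54), the helicase BLM (-1.48) and RAD54L (-1.37). RAD51AP1 was -1.17, and -0.92 without siMYC replicate 2. Mitosis had 11 of 32 (median -0.77, adjusted p = 1.04e-25, and adjusted p = 0.00864 with an estimated correlation), with LMNB1 from 30.3 to 9.40 RPKM (-1.59) and the checkpoint gene BUB1B (-1.47). Of 58 nucleolar MYC targets 5 fell and 56 had a negative change (median -0.60, adjusted p = 2.57e-30, but adjusted p = 0.0595 with an estimated correlation). They included FBL (-1.08), PUS1 (-1.08) and the hexokinase HK2 (-1.17), a glycolytic enzyme in that list. PUS1 was the 1 fall in the pseudouridine list (median -0.28, adjusted p = 0.000146, but adjusted p = 0.136 with an estimated correlation). Thymidine kinase TK1 (-1.58) fell in nucleotide synthesis (median -0.52, adjusted p = 3.74e-09, and adjusted p = 0.0477 with an estimated correlation). Glycolysis had HK2 as its 1 fall and a median of -0.54 (adjusted p = 5.34e-08, but adjusted p = 0.168 with an estimated correlation).

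The AR-induced list had 2 rises, KLK3 and STEAP4, and 1 fall, the centromere gene CENPN (-1.14), with a median of 0.21 (adjusted p = 0.0243, but adjusted p = 0.482 with an estimated correlation, and adjusted p = 0.051 without siMYC replicate 1). STEAP4 (1.01) came to 0.81 without siMYC replicate 1 and 0.99 without control replicate 1, and CENPN to -0.91 without control replicate 2. Luminal genes were all positive with none called (median 0.39, adjusted p = 0.0062, but adjusted p = 0.331 with an estimated correlation). Mitochondrially encoded genes had a median of -0.35 with none called (adjusted p = 7.18e-05, but adjusted p = 0.412 with an estimated correlation). The share of called genes that were higher was 31.3% (61 of 195) and 19.2% (33 of 172) after rescaling. Without control replicate 1 107 genes were higher and 124 lower, and without siMYC replicate 1 93 and 150.

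All 4 of these vehicle siRNA libraries carried interferon-induced RNA at high levels. The median of the 18 interferon genes was 143 and 129 RPKM with the control siRNA and 162 and 234 with siMYC, against 1.82 and 1.90 in untransfected VCaP vehicle libraries. The list was positive in 18 of 18 members with siMYC (median 0.51, adjusted p = 6.31e-05, but adjusted p = 0.414 with an estimated correlation), and IFI27 was called (1.16). Any gene that follows interferon signalling is therefore read here against a high baseline in both groups. The immune list had no called member among 3 tested and an adjusted p of 0.319.

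**Figure D3:**
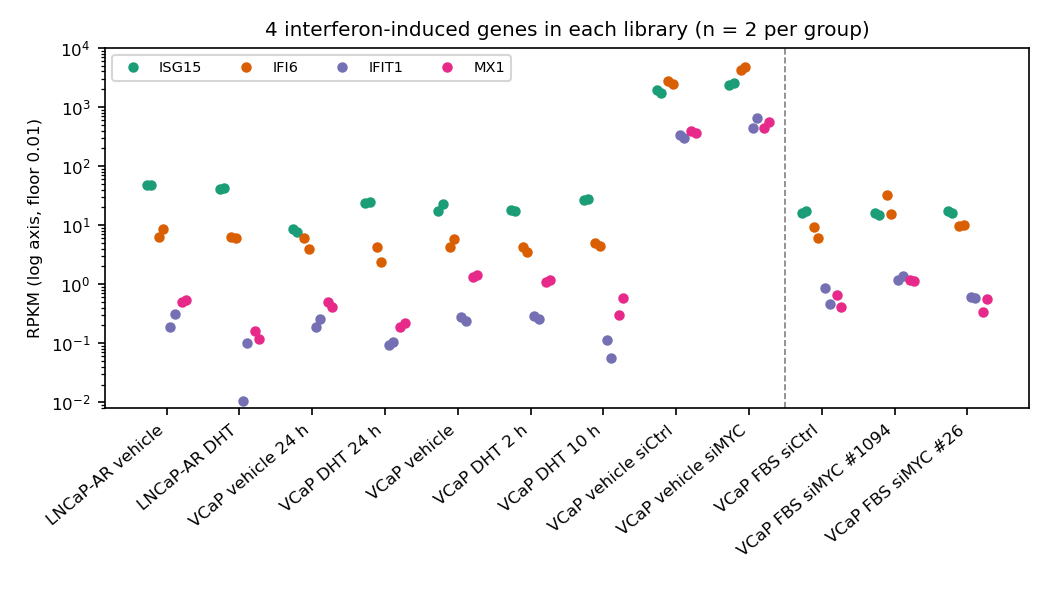
RPKM on a log axis of the interferon-induced genes ISG15, IFI6, IFIT1 and MX1 in each of 24 libraries, n = 2 per group, with values under 0.01 drawn at 0.01 and a dashed line between the tables. IFIT1 lay between 299.5 and 644 RPKM in the 4 vehicle siRNA libraries and below 2 in the others shown.

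Genes lower with siMYC overlapped with genes that DHT lowered, which is the link the study set out to weigh. Of the 134 genes lower with siMYC in vehicle, 25 were among the 732 lower with DHT at 10 h, where 7.48 would be shared if independent (Fisher's exact test, adjusted p = 3.37e-07). With the 655 genes lower at 24 h, 41 were shared against 6.69 (adjusted p = 6.66e-21). These made up 18.7% and 30.6% of the siMYC-lowered genes, and 3.42% and 6.26% of the DHT-lowered genes. Shared genes at 10 h included CAMKV, the kisspeptin receptor KISS1R, the kinase MATK, STC2 and PUS1, and shared genes at 24 h included MCM4, FBL, TYMS, MYBL2 and RRM2. Fisher's exact test treats genes as independent, whereas genes of 1 process such as DNA replication can move together. Its p-values here may therefore be too small. Only 2 siMYC-lowered genes were among those that rose at 10 h, and 2 at 24 h (7.16 and 6.61 if independent, both adjusted p = 0.995 by the same exact test). Genes higher with siMYC overlapped with genes that rose at 10 h (10 against 3.26, adjusted p = 0.00271 by Fisher's exact test) and 24 h (11 against 3.01, adjusted p = 0.000452). They also overlapped with those that fell at 10 h (9 against 3.40, adjusted p = 0.0102), while 6 against 3.05 at 24 h did not pass (adjusted p = 0.111).

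In VCaP cells in FBS, which contains androgens, MYC stood at 35.5 ± 0.504 RPKM with siMYC #1094 and 35.7 ± 0.525 with #26, against 65.0 ± 2.42 with the control siRNA (log2 -0.85, SE 0.06, adjusted p = 0.000484), short of the size for a call. Over both siRNAs 246 genes fell and 38 rose. TOP2A fell from 43.1 ± 2.73 RPKM to 3.37 ± 0.673 and 6.61 ± 0.167 (-2.94, adjusted p = 0.000111). MYBL2 (-2.80), UBE2C (-2.68), the proliferation marker MKI67 (-2.60), TPX2 (-2.60), survivin BIRC5 (-2.58), CDC20 (-2.56), the mitotic kinase CDK1 (-2.49) and cyclin CCNB1 (-2.45) fell beside it. Among the rises were the collagen COL9A2, from 10.1 to 26.2 and 38.6 RPKM (1.56), the kinase HIPK3 (1.41), F3 (1.30) and OPRK1 (1.26), while the transcript AC002064.2 (1.63) lost its call without any 1 of the 6 libraries (1.28 to 1.99). KLK3 lay at 191 ± 11.3 and 366 ± 29.5 against 137 ± 4.90 RPKM (0.94, adjusted p = 0.0251), under the size for a call, and TMPRSS2 (0.39, adjusted p = 0.382) and FKBP5 (-0.64, adjusted p = 0.123) did not pass.

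All 31 tested mitotic genes fell (median -2.10, adjusted p = 5.19e-38, but adjusted p = 0.215 with an estimated correlation), LMNB1 (-2.37) among them. DNA replication had 21 falls of 39 (median -1.18, adjusted p = 2.96e-24, but adjusted p = 0.283 with an estimated correlation), with RRM2 (-2.33), CDC45 (-2.15) and CDC6 (-1.81). Homologous recombination had 9 of 16 (median -1.08, adjusted p = 1.12e-12, but adjusted p = 0.271 with an estimated correlation), with RAD51AP1 (-1.78) and XRCC2 (-1.47). Nucleolar MYC targets had 6 falls of 56, and 7 adjusted over the list alone (median -0.53, adjusted p = 2.97e-25, but adjusted p = 0.271 with an estimated correlation). EXOSC5 (-1.46), the mitochondrial chaperone HSPD1 (-1.25) and FBL (-1.10) were among them, and DKC1 (-1.20) was the 1 fall in the pseudouridine list (median -0.29, adjusted p = 4.44e-05, but adjusted p = 0.215 with an estimated correlation). In nucleotide synthesis TK1 (-2.34), PAICS (-1.65) and PPAT (-1.21) fell (median -0.67, adjusted p = 8.25e-13, but adjusted p = 0.215 with an estimated correlation). AR-induced genes had a median of 0.30 and none was called (adjusted p = 0.000912, but adjusted p = 0.302 with an estimated correlation). KLK2 stood at 1209 and 1772 against 1105 RPKM. In the 8q24 region around MYC, PVT1 was -0.25 (adjusted p = 0.205) and PCAT1 0.60 (adjusted p = 0.00831, under the size for a call). The other long noncoding RNAs there, PRNCR1, CASC8, CASC11, CASC19 and CCAT2, and the gene POU5F1B were under the filter, and the list's adjusted p was 0.358.

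Both vehicle medium and FBS showed the same falling genes to a large extent. Of 122 and 208 genes lower with siMYC among the 11370 tested in both tables, 79 were shared, against 2.23 if independent, an overlap chosen after the calls were seen. Fewer genes were called in FBS without control replicate 1 or without control replicate 2. A single control library then remains, so lost power alone can lower the counts. In a fit of only the VCaP libraries in FBS 60 genes were higher.

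With MYC added to LNCaP-AR cells in FBS, MYC stood at 135 ± 6.35 RPKM in LNCaP-AR-MYC and 35.7 ± 0.609 in LNCaP-AR (log2 1.88, SE 0.06, adjusted p = 1.8e-05), and 647 genes were lower and 349 higher. HERC3, a ubiquitin ligase, fell from 93.7 ± 3.69 to 7.04 ± 1.85 RPKM (-3.58), and KRT6B (-3.80), the sialyltransferase ST6GALNAC1 (-3.39), HMGCS2 (-3.21), the secreted protein PIP (-3.21) and the reductase DHRS2 (-3.16) fell. KLK3 fell from 764 ± 53.3 to 226 ± 86.2 RPKM (-1.81), TMPRSS2 from 76.1 ± 5.01 to 19.6 ± 10.1 (-1.99), and FKBP5 fell too (-1.67). TRGC2 (-3.01) and TRGJP2 (-4.02) are segments of the T-cell receptor gamma locus, which prostate cells are known to transcribe. CAMK2N1, which DHT lowered, rose from 13.4 to 107 and 47.9 RPKM in the pair of libraries (2.34), and the glycosyltransferase UGT8 rose (2.80). The LNCaP-AR-MYC replicates stood apart in other rises. SYT4 lay at 51.2 and 4.02 RPKM and TRDN at 38.4 and 3.27, and both lost their call without LNCaP-AR replicate 1 (adjusted p = 0.0907 and 0.0783) or replicate 2 (0.104 and 0.0782).

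AR-induced genes had 21 falls of 32 and no rise (median -1.64, adjusted p = 5.99e-11, but adjusted p = 0.215 with an estimated correlation), among them CHRNA2 (-2.97), ADAM7 (-2.97) and the elongation factor ELL2 (-2.57). Sterol and fatty acid genes had 10 falls of 26 (median -0.71, adjusted p = 2.05e-09, but adjusted p = 0.215 with an estimated correlation), with ELOVL7 (-2.47), ELOVL5 (-2.44) and HMGCS1 (-1.72). Mitotic, amino acid stress and glycolysis genes lay the other way as lists, passing at the preset correlation only. Mitosis had 15 rises of 31 tested and no fall (median 0.99, adjusted p = 3.19e-13, but adjusted p = 0.356 with an estimated correlation), with TOP2A (1.69) and CENPF (1.62). LMNB1 was 1.31, and 0.96 without LNCaP-AR-MYC replicate 2. Amino acid stress genes had 8 rises of 15 (median 1.01, adjusted p = 3.95e-08, but adjusted p = 0.215 with an estimated correlation), with SLC7A11 (1.93), PSAT1 (1.83) and the mTOR inhibitor DDIT4 (1.67). SLC16A1 (1.51) and PFKP (1.45) rose in glycolysis (median 0.47, adjusted p = 0.00531, but adjusted p = 0.544 with an estimated correlation).

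DNA replication (median 0.41, adjusted p = 4.22e-05), homologous recombination (0.64, adjusted p = 4.39e-06) and nucleolar MYC targets (0.21, adjusted p = 0.000494) lay higher as lists, each with adjusted p of 0.585, 0.361 and 0.585 with an estimated correlation. The nucleolar list held 2 rises, XPOT, a tRNA exporter (1.23), and FBL (1.04), and 1 fall, DUSP2 (-2.05). FBL came to 0.86 without LNCaP-AR-MYC replicate 2 and 0.9963 without LNCaP-AR replicate 1. Without LNCaP-AR-MYC replicate 2 the replication, nucleolar and glycolysis lists had medians of 0.09, 0.07 and 0.03 and did not pass (adjusted p = 0.448, 0.425 and 0.268). The cell cycle inhibitors CDKN2B (-1.53) and CDKN1A (-1.20) fell in a list with a median of 0.02 (adjusted p = 0.900), and KRT19 fell (-2.06) while the adhesion molecule EPCAM rose (1.08). DUSP1 (-1.41) and JUNB (-1.30) were lower in the immediate early list (median -0.70, adjusted p = 0.0028, but adjusted p = 0.215 with an estimated correlation), and IFIT2 (-1.49) and ISG15 (-1.09) in the interferon list (median -0.40, adjusted p = 0.00926, but adjusted p = 0.302 with an estimated correlation). In the 8q24 list of 3 tested genes the median of -0.33 and the mean of 0.37 differed in sign. A fit of the LNCaP-AR libraries alone gave 203 genes higher and 459 lower. At any size of change 347 were higher and 674 lower by adjusted p in limma, against 2192 and 2972 in the main fit. That fit pools LNCaP-AR-MYC replicates (median log2 ratio 0.30) with closer VCaP replicates in FBS (0.08 to 0.11). Its p-values may therefore understate the spread of this comparison.

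Genes that DHT moved in VCaP at 24 h were then followed as sets in the second table. The 586 tested genes that had risen had a median of -0.44 with added MYC, 477 of them negative, with 117 called lower and 2 higher (adjusted p = 1.67e-16, and adjusted p = 0.000847 with an estimated correlation). The 589 that had fallen had a median of 0.34, 444 of them positive, with 49 called higher and 9 lower (adjusted p = 1.0e-13, and adjusted p = 0.00186 with an estimated correlation). With siMYC in FBS the same sets lay the other way. The DHT-lowered set had a median of -0.22, 394 of them negative, with 49 called lower and 3 higher (adjusted p = 1.38e-12, and adjusted p = 0.00186 with an estimated correlation). The DHT-raised set had a median of 0.12, 395 of them positive, with 4 called higher and 3 lower (adjusted p = 8.87e-05, and adjusted p = 0.00668 with an estimated correlation). Of the 246 genes lower with siMYC in FBS 237 were positive with added MYC and 42 were called higher, with none lower (median 0.69, adjusted p = 4.59e-25, but adjusted p = 0.1302 with an estimated correlation).

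**Figure D4:**
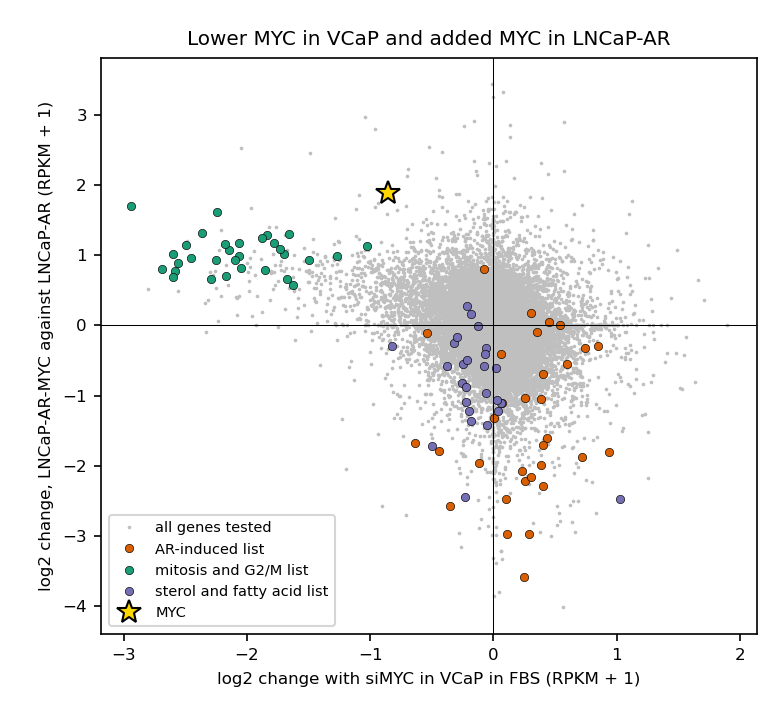
Log2 change of each tested gene (grey points) with siMYC in VCaP in FBS (horizontal axis) and in LNCaP-AR-MYC against LNCaP-AR (vertical axis), on log2(RPKM + 1). Mitotic genes (green) have medians of -2.10 and 0.99, AR-induced genes (orange) 0.30 and -1.64, sterol and fatty acid genes (purple) -0.19 and -0.71, and MYC (star) lies at -0.85 and 1.88.

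**Figure D5:**
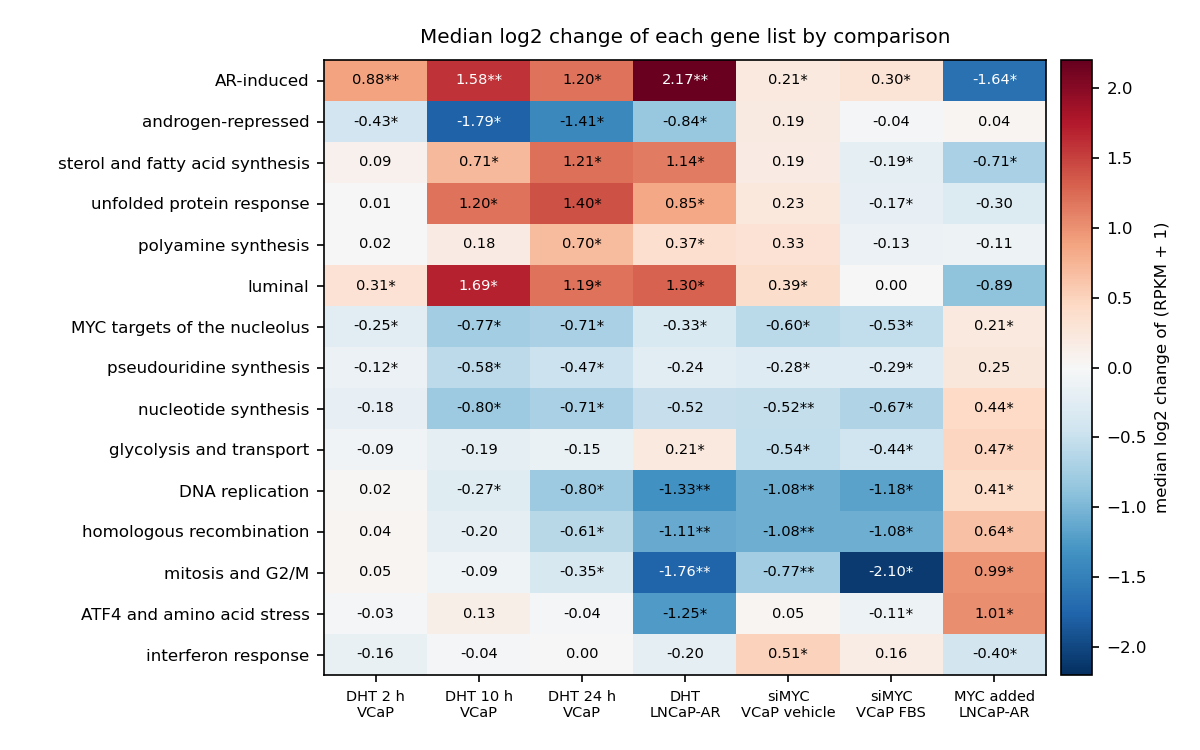
Median log2 change of 15 gene lists (vertical) in 7 comparisons (horizontal), with 1 asterisk where camera's adjusted p was under 0.05 at the preset correlation and ** where it also was with an estimated correlation. AR-induced genes run from 2.17 with DHT in LNCaP-AR to -1.64 with added MYC, and mitotic genes from -2.10 with siMYC in FBS to 0.99 with added MYC.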

Values the study reported

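The study reported that 45 of 567 genes repressed by DHT at 10 h, and 49 of 593 at 24 h, were also decreased by MYC siRNA in VCaP cells. It gave this overlap as about 8% of the DHT-repressed genes and as about 20% of the genes that the siRNA decreased.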

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

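The test of the size of the fall in MYC was chosen after its result was seen, and the tests of library scaling and of the level before DHT were written beforehand. The results here came from direct tests of a difference between cell lines, times or siRNAs.

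The DHT effect differed between VCaP at 24 h and LNCaP-AR. The labels give no DHT time for LNCaP-AR, and only the study's text gives the same time, so a difference in time is not excluded by the files. The DHT effect was higher in VCaP for 638 genes and lower for 522. MYC fell more in VCaP, by a difference of -1.64 (SE 0.10, adjusted p = 1.36e-08), and NKX3-1 rose less (-2.12). Among genes that responded more in VCaP were the neurofilament gene NEFH (difference 3.71), the cystatin CST1 (3.64), the condensin subunit NCAPD3 (3.61), RFPL2 (3.44) and the retinoid-responsive RARRES3 (3.42). NEFH, for instance, went from 2.66 to 41.3 RPKM in VCaP and stood at 0.282 and 0.132 in LNCaP-AR. Toward LNCaP-AR lay ORM1 (-4.88) and UGT2B28 (-4.72), which rose there. SHH (-4.28), NAALAD2 (-4.02) and HGF (-3.77) fell in VCaP and were near 0 in LNCaP-AR with either treatment, so LNCaP-AR had little to lose.

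Mitotic genes also parted the lines, with a median difference of 1.40 over 32 genes, 24 of them called higher and none lower, so that DHT lowered them more in LNCaP-AR. Had the size of the fall in MYC alone set this difference, the opposite sign would be needed, since MYC fell more in VCaP. The value set against the bound of 0 was the same 1.3971 that raised the question. A low level before DHT could also limit the fall in VCaP, so this comparison cannot decide on MYC. Library scaling is argued against, for the median difference was 1.3979 after rescaling. The VCaP cells of the 24 h experiment held mitotic genes at a median of 2.43 RPKM in vehicle against 11.4 in LNCaP-AR. These experiments had like RPKM sums, and the median log2 difference was -1.93, so a low level before DHT may leave less to lose. With DHT the medians were 1.399 and 2.286 RPKM, and adding 1 RPKM makes both falls smaller. In the VCaP time course mitotic genes stood at 13.99 RPKM in vehicle and 14.7 after 10 h of DHT, with none called. Its vehicle libraries sum to 613380 and 640670 RPKM, against 262301 and 257027 in LNCaP-AR vehicle, so these levels are not on 1 scale. With the shorter time as well, the time course cannot decide, so a low level before DHT and another difference between the lines stay open.

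DHT at 10 h and at 2 h also differed in VCaP, with 462 genes higher at 10 h and 441 lower. FKBP5 was higher at 10 h by 2.11, ORM2 by 3.91, the tumour suppressor FHIT by 3.71, NCAPD3 by 3.61 and PLEKHA6 by 3.56. GOLGA2 (3.38) rests on 1 library, being listed at 0 in the other 10 h library and in both 2 h libraries, and without DHT 10 h replicate 2 its difference was 0. Lower at 10 h were SYTL2 (-4.94, from 205 to 5.74 RPKM), the actin-binding SVIL (-3.47), PPFIA2 (-3.20), NOV (-3.16) and LUM (-3.05).

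The siRNAs #1094 and #26 differed in FBS for 10 genes higher and 12 lower with #1094, while MYC was alike (-0.01). The glycolytic enzyme PGAM1 (-1.62), the amino acid transporter SLC36A1 (-1.48), CCDC167 (-1.47), TNIP1 (-1.19) and TBC1D5 (-1.08) were lower with #1094. With any 1 of the 4 libraries left out nearly all of these calls were lost. A single library of an siRNA then remains, so lost power alone can remove calls. How far the differences rest on each library was not shown. At an unadjusted p under 0.05, 1129 genes were higher and 865 lower.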

How the results depend on the processing

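Setting failed estimates to missing was chosen after the data were examined, and all other alternatives before. No set taken from the DHT or siMYC calls changed direction under any alternative. Among gene lists without a call, 6 changed direction after rescaling and 13 without the filter, and others with 1 library left out. Counts and sets stayed within 1.5 times their value, or kept their side of the threshold, in 32 of 33 results after rescaling, 32 of 33 without the filter, 31 of 33 with the replicate block, 29 of 33 in a fit of only the libraries compared, 15 of 33 with a pseudocount of 0.1 and 33 of 33 with failed estimates set to missing. Depth is unknown for 10 libraries. A pseudocount of 0.1 weighs low genes more, by construction. For the other changes the cause was not tested.

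With a pseudocount of 0.1 the genes lower were 184 with DHT at 2 h, 1292 at 10 h, 1429 at 24 h and 994 in LNCaP-AR. siMYC in vehicle gave 176 higher and 285 lower, siMYC in FBS 66 higher, siMYC #1094 alone 62 higher, and added MYC 682 higher and 1070 lower. DHT at 10 h against 2 h gave 879 lower, the difference between the lines 1011 and 956, and siMYC #1094 against #26 20 lower. The siMYC-lowered genes then shared 76 and 146 with genes lower at 10 h and 24 h, and 8 and 6 with genes higher. After rescaling siMYC in vehicle gave 33 higher, and without the filter siMYC in FBS gave 24 higher. In a fit of only the libraries compared 60 genes were higher with siMYC in FBS, 89 with #1094 alone, 92 with #26 alone and 203 with added MYC. The replicate numbers did not pair the libraries, and with the replicate block #1094 against #26 gave 1 higher and 4 lower. With an estimated correlation the set of genes lower with siMYC in FBS (median 0.69 with added MYC) had an adjusted p of 0.1302.

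Leaving out 1 library at a time gave 43 to 107 genes higher with siMYC in vehicle (107 without control replicate 1, 93 without siMYC replicate 1), and in FBS 24 to 38 higher and 139 to 226 lower (139 without control replicate 1, 153 without control replicate 2). Alone, #1094 gave 16 to 27 higher and 151 to 173 lower, and #26 27 to 37 higher and 78 to 135 lower. Against each other they gave 0 to 1 higher and 0 lower, in limma. The overlap of siMYC-lowered genes with genes higher was 1 to 3 at 10 h (1 without DHT 10 h replicate 2) and 1 to 2 at 24 h (1 without DHT 24 h replicate 1 or control replicate 2). DCN with DHT at 10 h was -0.0838 without DHT 10 h replicate 1 and 2.10 without replicate 2, the 1 called gene among those named to turn. In all, 153 of 186 such values for counts and sets stayed within the bounds above. Among gene lists 77 and 54 were called at the preset correlation, and only 11 and 0 of these kept their call with an estimated correlation. In all 120 calls were lost in this way, over 295 tests. With 1 library left out 23 list values lost their call, 14 gained one, 33 without a call changed sign and 1258 kept call and sign.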

Other observations

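The tests of scaling, of PTPRC, of the immune list's level, of siRNA transfection in any medium and both tests of AR were chosen after the results were seen, and the test of added MYC and the immune genes as a group were written beforehand.

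Genes that DHT changed in LNCaP-AR moved the other way when MYC was added to the same line. The hypothesis was that added MYC raises genes that DHT lowers. Of 451 such genes tested, 390 were higher with added MYC, 97 called higher and 5 lower, with a median of 0.6523 (camera p = 9.17e-25, and p = 0.000931 with an estimated correlation, neither an exact test). That is consistent with lower MYC taking part in the fall of these genes, but the added MYC was set against cells in FBS, where AR is active, and mitotic genes form part of the set. Of 411 genes that DHT raised, 375 were lower with added MYC and 153 called so, with a median of -0.73.

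Interferon-induced genes stood high in every VCaP library with an siRNA in vehicle medium, and scaling cannot account for it, since the list lay 5.962 log2 units above all genes in control siRNA against untransfected cells. Immune cells as the source are argued against by PTPRC, a gene of all leukocytes, at or under 0.192 RPKM, and by the 7 genes of the immune list, whose median was 0.148 to 0.403 RPKM in these libraries. LYZ met neither bound written beforehand (highest 9.39). It rose from 0.0726 RPKM in untransfected vehicle to 4.94 and 8.42 with the siRNAs, as HLA-DRA did from 0.0276 to 1.33 and 2.59. In FBS, however, LYZ stood at 20.8, 18.7 and 17.4 without the interferon genes, so it can be high without them and cannot decide on the source. A small share of immune RNA stays open. Transfection in any medium is argued against by the siRNA libraries in FBS, where the list's median was 2.88 RPKM against 149.7, far more than the RPKM sums differ. A response to the siRNA in hormone-depleted medium, to the transfection on that occasion or to something else in those cultures may account for it, and none of these was tested.

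AR was listed at 0 in 1 library of VCaP vehicle and in 1 of the vehicle control siRNA, beside partners at 197 and 152 RPKM. A failed estimate is a candidate explanation, since 9 other genes (GOLGA2, KMT2C, PAICS, PACSIN1, ATP2C1, C9orf114, ENDOG, REXO2 and LUZP6) were listed at 0 beside a partner of at least 20 RPKM in the 10 libraries without whole-read steps and none was in the 8 other libraries of that table. With a partner of at least 5 RPKM, the bound used elsewhere, each of the 10 libraries held 1 to 5 such values. Of the 8 others LNCaP-AR vehicle replicate 2 and VCaP DHT 24 h replicate 1 then held 2 each, so the split is less clean. Loss of AR RNA in those cultures cannot be told apart from a failed estimate by AR-induced genes, because these genes were not shown to depend on AR in vehicle. Their median log2 ratio to the partner library was -0.091. With such values set to missing, AR was -0.61 at 2 h, -2.55 at 10 h and -2.69 at 24 h of DHT.

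The shares of siMYC-lowered and DHT-lowered genes here rest on adjusted p and on the siMYC experiment in vehicle. In FBS siMYC lowered 246 genes, and 49 of them were among the 589 tested genes that DHT lowered at 24 h. The study stated its threshold on p without adjustment and did not name the medium of its own overlap. The values quoted from it above are therefore not compared with these.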
